A study of Arabidopsis thaliana with 16 samples. Its data were reported in "Interplay between coding and non-coding regulation drives the Arabidopsis seed-to-seedling transition" (2024).

How the data were processed

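Total RNA was depleted of rRNA, prepared with a stranded kit and sequenced in 16 libraries. There were 2 for each of 6 stages of Col-0 from dry seed to seedling. The mutants hen2-4 and rrp4-2 had 2 each at the stage of L57. Nothing in the labels says that the replicates came from separate cultures, so p-values measure the spread between these samples. Estimated counts per transcript were deposited by the authors, who trimmed reads with HOMER 4.11.1 and mapped them to TAIR10 with STAR 2.7.9a, keeping multimapped reads at 1 random location. The authors quantified transcripts with StringTie 2.1.4 against Araport11 plus their de novo transcripts, so the counts are estimates rather than tallies of reads, and they are not scaled between libraries. The authors also deposited TPM for 46640 of the 61786 transcripts, a subset whose filter is not given in the sources used here. The methods call these values TMM-normalized, yet each column sums to 1000000, and they were used here only to check column labels. Each of 16 count columns was best matched by the TPM column of its own name, including 1 column whose label spells rrp4 differently and was read as rrp4-2 replicate 1. De novo transcripts (593 from StringTie and 1821 from HOMER) came with coordinates written by the authors with gffread 0.12.7. They were placed against the reference annotation, where any overlap with a protein-coding gene on the other strand counted as antisense. By this rule 1895 were antisense and 519 intergenic, with a median length of 550.0 bp.

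Counts were analysed in R 4.3.3 with edgeR 4.0.16. Transcripts and counts summed per gene were fitted separately, with TMM factors, the filterByExpr filter and 1 quasi-likelihood fit of all 16 libraries with 8 group coefficients and 8 residual degrees of freedom. The filter kept 46804 transcripts and 28824 genes. Each of 9 comparisons was tested two-sided, and p-values were adjusted by the Benjamini-Hochberg method within a comparison, so that "adjusted p" is edgeR's unless another tool is named. SE is the absolute log2 fold change divided by the square root of its F statistic. An exact permutation test of 2 libraries against 2 cannot go below p = 0.33, so single values outside the fit were not tested. Replicate numbers were not used as a block, because deviations of replicates correlated between groups only from -0.0471 to 0.0910 over 28 pairs of groups. A fold against a group without counts is given against a floor of 3 counts per library. Shares of counts have 95% Wilson intervals, which like the floors cover counting error only.

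Before the data were examined, 20 gene lists (361 genes), the comparisons, the alternatives and the rule for named genes were fixed. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over all lists and comparisons. Of 180 such tests 99 passed, and 0 passed with the correlation estimated per list. Named genes were HEN2 and RRP4 in the mutants, the genes the study names, and from up to 6 lists with the smallest camera p the 3 members with the largest absolute log2 fold change. They further comprised the 5 largest rises and 5 largest falls whose libraries did not overlap. Genes of the lists and of the largest changes had an adjusted p under 0.05 and at least 10 CPM in the higher group. For non-coding transcripts, the 5 largest rises in each mutant with at least 5 CPM were taken. Examples in the text are drawn from these.

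Non-coding transcripts were de novo transcripts and annotated non-coding RNAs and pseudogenes. For sense and antisense pairs, r was computed on log2 CPM with a prior count of 2 over the 12 Col-0 libraries, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. It was compared with 10000 random pairings (a permutation test), in 1 family of 8 settings whose raw p of 0.0001 is also their Benjamini-Hochberg adjusted value.

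Alternatives were DESeq2 size factors in edgeR, the DESeq2 1.42.0 Wald test, no filter, no organellar and rRNA features, only the 4 libraries compared, a replicate block, counts per gene, and each library left out in turn. In the last case the lone library of a group is assumed to vary like the other groups. Thinning of the mutant libraries to the mean L57 total of 104.3 (in units of 1000000 counts), the omission of a pair of doubted libraries and 2 subsets for the antisense pairs were chosen after seeing the data. Tests of explanations in the closing section were set out after library totals and shares had been seen and, but for 3 of 8, before their own results.

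On simulated data with L57 and hen2-4 totals, edgeR recovered 84 of 100 genes changed 2-fold and 95 of 100 changed 4-fold, but 8 and 34 of 100 transcripts (DESeq2 31 and 61). The transcript test thus missed many simulated changes. In simulations of each comparison, TMM moved unchanged genes by a log2 of 0.19 (DS to S24), 0.14 (L57 to hen2-4), 0.14 (L57 to rrp4-2), -0.025 (S72 to L6) and -0.06 (L26 to L57), and DESeq2 size factors moved them by less than 0.01. In the simulated L57 to hen2-4 comparison 86 unchanged genes were called with TMM and 26 with DESeq2 size factors. Small log2 fold changes from DS to S24 and from L57 to either mutant carry that shift. Camera found a list of 29 genes shifted in simulation (p = 2.39e-09 with an estimated correlation) and called 0 other lists. As 0 of 180 real tests passed with an estimated correlation, the simulation does not check them. For 500 simulated pairs with a true r of 0.8 the median was 0.799.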

Results

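Total RNA of Arabidopsis thaliana was sequenced in 16 libraries that form 8 groups of 2 libraries each. The 6 Col-0 groups follow the passage from seed to seedling. They are dry seeds (DS), seeds after 24 h and 72 h of stratification, which is imbibition in the cold and dark (S24 and S72), and after 6 h, 26 h and 57 h in the light (L6, L26 and L57). The groups hen2-4 and rrp4-2 carry mutations in the nuclear exosome pathway and were sampled at the stage of L57. HEN2 encodes an RNA helicase that feeds RNA to the exosome, and RRP4 a core subunit of the complex. Estimated counts covered 61786 transcripts of 40421 genes, among them 2414 transcripts that the authors reconstructed de novo. Total counts per library, in units of 1000000 counts, were 75.6 and 113 in DS, 238 and 259 in S24, and 243 and 254 in S72. They were 106 and 101 in L6, 104 and 107 in L26, 96.3 and 112 in L57, 258 and 261 in hen2-4, and 238 and 266.4 in rrp4-2. The S24, S72 and mutant libraries thus formed a deeper set. The comparisons DS to S24, S72 to L6 and L57 to either mutant cross between the sets, so that a shift shared by the deeper libraries cannot be told apart from the group in them. Coordinates are those of TAIR10. Expression values are counts scaled to a library total of 1000000 (CPM), given as mean ± SD of the 2 libraries of a group, and log2 fold changes are relative to the group named first.

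Chloroplast transcripts took 5.81% and 6.18% of the counts in the DS libraries, 10.4% and 11.3% in L26, and 41.2% and 43.4% in L57. They took 47.0% and 46.6% in hen2-4 and 47.5% and 49.7% in rrp4-2, as the plot of library composition shows. Nuclear rRNA took 12.3% of the counts in DS replicate 1 and 0.543% in DS replicate 2, and 1.33% in L57 replicate 2 and 0.0304% in L57 replicate 1. De novo transcripts took 0.225% and 0.205% in S24, 0.0425% and 0.0400% in L57, 0.124% and 0.133% in hen2-4 and 0.104% and 0.112% in rrp4-2. The widest 95% Wilson interval of these shares reached 0.00983 percentage points to either side, a range that covers counting error only. S24 replicate 1 had 10165 transcripts without a count and S24 replicate 2 had 16478.

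Replicates correlated with a Pearson r across genes of 0.997 to 0.999, where genes are not independent replicates. Neighbouring stages correlated with an r of 0.880 (L26 and L57) to 0.958 (S24 and S72), and DS and L57 with an r of 0.641. L57 correlated with hen2-4 at 0.969 and with rrp4-2 at 0.973. The first principal component held 69.7% of the variance and the second 13.3%.

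The comparison of S24 with DS asks what imbibition in the cold and dark changed first. Of the hypoxia response genes, 17 of 19 measured rose, 1 fell and 1 did not pass (17 rose and 1 fell adjusted over the list alone, camera adjusted p = 2.89e-27, adjusted p = 0.0841 with an estimated correlation). PDC1 (AT4G33070, chromosome 4, 15952257 to 15954803), a pyruvate decarboxylase gene of ethanol fermentation, rose from 25.3 ± 0.0847 to 2960.4 ± 328 CPM (log2 fold change 6.87, SE 0.18, adjusted p = 1.03e-11). HRE2 (AT2G47520, chromosome 2, 19502776 to 19503702), an ethylene response factor gene, rose from 0.364 ± 0.0713 to 49.6 ± 11.6 CPM (log2 fold change 7.13, SE 0.21, adjusted p = 1.68e-11). PGB1, a haemoglobin gene, rose from 0.568 ± 0.218 to 115 ± 19.0 CPM. Of the seed storage and oil body protein genes, 16 of 16 measured fell, also adjusted over the list alone. Camera adjusted p was 0.000112, or 0.378 with an estimated correlation. CRA1 (AT5G44120, chromosome 5, 17756238 to 17758336), a cruciferin gene, fell from 35709 ± 1024 to 6585 ± 1045 CPM (log2 fold change -2.44, SE 0.22, adjusted p = 6.1e-07). CRU3 fell from 30069 ± 300.2 to 5949 ± 1476 CPM and SESA1, a 2S albumin gene, from 1079 ± 28.9 to 111 ± 31.9 CPM.

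Of the LEA and ABA signalling genes of the mature seed, 21 of 25 measured fell, 3 rose and 1 did not pass (3 rose and 21 fell adjusted over the list alone, camera adjusted p = 0.00178, adjusted p = 0.413 with an estimated correlation). HAI1, a protein phosphatase gene of the ABA pathway, fell from 45.1 ± 1.47 to 3.41 ± 0.277 CPM and EM1 from 262 ± 99.5 to 25.5 ± 5.77 CPM. ABI4 (AT2G40220, chromosome 2, 16796247 to 16797585), a transcription factor gene of the ABA response, rose from 1.297 ± 0.0224 to 40.0 ± 0.187 CPM (log2 fold change 4.94, SE 0.10, adjusted p = 1.1e-12). Of the photosynthesis and chlorophyll synthesis genes, 25 of 34 measured fell, 3 rose and 6 did not pass (3 rose and 25 fell adjusted over the list alone, camera adjusted p = 0.000277, adjusted p = 0.389 with an estimated correlation). LHCB4.1 fell from 59.8 ± 6.36 to 6.76 ± 0.248 CPM, PSBP1 from 12.6 ± 0.124 to 4.75 ± 0.686 CPM and PETC from 10.2 ± 0.165 to 4.38 ± 0.854 CPM. Of the ribosome biogenesis genes, 20 of 22 measured rose, 0 fell and 2 did not pass (20 rose and 0 fell adjusted over the list alone, camera adjusted p = 0.000338, adjusted p = 0.451 with an estimated correlation). SWA1 rose from 37.0 ± 0.0766 to 202 ± 11.2 CPM, CBF5, a pseudouridine synthase gene, from 38.8 ± 1.97 to 94.3 ± 0.889 CPM and NOP58-2 from 32.6 ± 1.73 to 73.8 ± 1.31 CPM. Of the heat shock protein genes, 10 of 14 measured fell, 1 rose and 3 did not pass (2 rose and 10 fell adjusted over the list alone, camera adjusted p = 0.0112, adjusted p = 0.376 with an estimated correlation). Without S24 replicate 1 the camera adjusted p of this list was 0.0544. HSP70B fell from 5884 ± 181 to 1858 ± 159 CPM and HSP101 from 2385 ± 86.3 to 760.4 ± 22.7 CPM. The heat shock factor gene HSFA2 fell from 17.42 ± 1.70 to 5.55 ± 0.119 CPM.

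Among the largest rises were those of AT2G17850 and AT1G12805. AT2G17850 (chromosome 2, 7760005 to 7760839) rose from 0.135 ± 0.00388 to 192 ± 39.1 CPM (log2 fold change 10.47, SE 0.24, adjusted p = 3.18e-12). AT1G12805 rose from 0.153 ± 0.0217 to 168 ± 32.8 CPM. The NAC transcription factor gene NTL8 rose from 0.103 ± 0.0774 to 93.9 ± 16.9 CPM. Among the largest falls were those of the polygalacturonase gene PGA4 and of AT5G07430. PGA4 fell from 40.6 ± 6.54 to 0.113 ± 0.0233 CPM and AT5G07430 from 15.5 ± 3.52 to 0.0424 ± 0.0114 CPM. Of genes that the study discusses, the clock gene LHY rose from 1.64 ± 0.19 to 46.6 ± 5.37 CPM and SPT from 1.22 ± 0.28 to 8.78 ± 0.498 CPM. RD26 fell from 78.4 ± 0.537 to 6.17 ± 0.0997 CPM, ABI5 from 338 ± 35.3 to 108 ± 8.76 CPM and AT1G21000 from 1346 ± 70.1 to 638 ± 3.54 CPM.

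In the edgeR test 15243 of 46804 transcripts changed, 8864 of them higher and 6379 lower in S24 (58.2% higher). With DESeq2 size factors 7606 were higher and 8092 lower (48.5% higher), so no direction is claimed for these counts. Scaling by DESeq2 size factors moved the median log2 fold change of all transcripts by -0.18 and of all genes by -0.15, and leaving out organellar and rRNA features moved that of all genes by 0.24. Without DS replicate 1 and S24 replicate 1, an alternative chosen after seeing the rRNA share and low counts of these libraries, 11560 transcripts changed.

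S72 was compared with S24 to describe the remainder of stratification. Of the cytosolic ribosomal protein genes, 29 of 29 measured rose, also adjusted over the list alone. Camera gave an adjusted p of 6.48e-25, or 0.188 with an estimated correlation. Of the gibberellin and cell wall loosening genes, 16 of 20 measured rose, 0 fell and 4 did not pass (16 rose and 0 fell adjusted over the list alone, camera adjusted p = 6.32e-11, adjusted p = 0.156 with an estimated correlation). RPS6A (AT4G31700, chromosome 4, 15345979 to 15347804), a gene of the small ribosomal subunit, rose from 49.9 ± 3.56 to 205 ± 7.38 CPM (log2 fold change 2.04, SE 0.08, adjusted p = 6.7e-10). RPS15AA rose from 15.2 ± 0.933 to 53.3 ± 1.28 CPM and RPL23AB from 14.7 ± 1.26 to 47.2 ± 2.87 CPM. FIB2 (AT4G25630, chromosome 4, 13074090 to 13076432), a fibrillarin gene of rRNA processing, rose from 5.40 ± 0.23 to 41.6 ± 7.66 CPM (log2 fold change 2.94, SE 0.13, adjusted p = 1.97e-09). EXPA1 (AT1G69530, chromosome 1, 26141726 to 26143538), an expansin gene, rose from 2.93 ± 0.0509 to 46.6 ± 18.3 CPM (log2 fold change 3.99, SE 0.25, adjusted p = 3.26e-08). EXPA10 rose from 31.7 ± 4.61 to 99.4 ± 6.41 CPM and CP1, a cysteine protease gene, from 32.2 ± 3.90 to 57.096 ± 10.0 CPM. Of the endosperm marker genes, 4 of 7 measured rose, 2 fell and 1 did not pass (4 rose and 2 fell adjusted over the list alone, camera adjusted p = 0.045, adjusted p = 0.235 with an estimated correlation). CP1, EXPA2 and GASA6 belong to this list and to the gibberellin and cell wall loosening list. Without S24 replicate 1 or 2 the adjusted p of the endosperm list was 0.117 or 0.106.

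Among the ribosome biogenesis genes, 19 of 22 measured rose, 0 fell and 3 did not pass (19 rose and 0 fell adjusted over the list alone, camera adjusted p = 2.2e-09, adjusted p = 0.288 with an estimated correlation). NOP58-1 rose from 73.0 ± 0.162 to 191 ± 10.4 CPM and WDR12 from 35.5 ± 1.197 to 92.7 ± 2.90 CPM. Among the photosynthesis and chlorophyll synthesis genes, 24 of 34 measured rose, 0 fell and 10 did not pass (24 rose and 0 fell adjusted over the list alone, camera adjusted p = 5.36e-06, adjusted p = 0.329 with an estimated correlation). HEMA1, a gene of tetrapyrrole synthesis, rose from 1.03 ± 0.134 to 10.8 ± 0.395 CPM. The Rubisco small subunit gene RBCS1A rose from 11.96 ± 0.803 to 53.0 ± 3.08 CPM and PSBP1 from 4.75 ± 0.686 to 15.2 ± 0.759 CPM. Of the genes of the RNA exosome and its nuclear cofactors, 14 of 17 measured rose, 2 fell and 1 did not pass (15 rose and 2 fell adjusted over the list alone, camera adjusted p = 9.64e-05, adjusted p = 0.288 with an estimated correlation). The core subunit genes RRP40A, RRP42 and CSL4 rose with log2 fold changes of 1.29, 1.23 and 1.21. Of the splicing factor genes, 15 of 22 measured rose, 1 fell and 6 did not pass (16 rose and 2 fell adjusted over the list alone, camera adjusted p = 0.000743, adjusted p = 0.378 with an estimated correlation). With organellar and rRNA features left out, 6 splicing factor genes rose and 6 fell. RS40 rose from 36.5 ± 0.131 to 102 ± 0.536 CPM and SCL30A from 22.9 ± 0.0237 to 55.5 ± 0.604 CPM. Of the cold response genes, 10 of 18 measured rose, 0 fell and 8 did not pass (10 rose and 0 fell adjusted over the list alone, camera adjusted p = 0.00634, adjusted p = 0.235 with an estimated correlation).

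The largest rises were led by AT1G66180. AT1G66180 (chromosome 1, 24647121 to 24648839) rose from 0.911 ± 0.0418 to 91.4 ± 18.0 CPM (log2 fold change 6.65, SE 0.15, adjusted p = 4.07e-11). DIN10 rose from 0.805 ± 0.0687 to 51.7 ± 11.5 CPM and DGR2 from 7.60 ± 0.843 to 480.2 ± 84.3 CPM. The auxin conjugation gene GH3.1 fell from 27.9 ± 4.06 to 2.00 ± 0.0186 CPM and PYL11, an ABA receptor gene, from 14.1 ± 0.79 to 1.22 ± 0.466 CPM. AT5G15950 fell from 326 ± 15.6 to 34.96 ± 0.868 CPM. Of genes in the study's text, the auxin transporter gene PIN4 fell from 2.39 ± 0.0859 to 0.283 ± 0.0214 CPM, RAP2.1 fell from 194 ± 21.4 to 109 ± 2.36 CPM and AT1G04170 rose from 121 ± 4.37 to 213 ± 0.758 CPM. The edgeR test called 10989 transcripts, 6141 of them higher and 4848 lower in S72. No direction is claimed for them, because per gene 7528 were higher and 7983 lower, and 5444 and 10459 without organellar and rRNA features. Leaving these features out moved the median log2 fold change of all genes by -0.23.

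L6 was compared with S72 for the transfer from the cold and dark to light and warmth. Stratification was in water and growth in shaken liquid medium or soil, so medium and aeration may have changed too. Among the hypoxia response genes, 19 of 19 measured fell, also adjusted over the list alone. Camera adjusted p was 2.7e-19, or 0.0955 with an estimated correlation. PDC1 fell from 3600.2 ± 1.37 to 27.7 ± 2.04 CPM, HRE2 from 69.4 ± 2.94 to 0.55 ± 0.0743 CPM and SRO5 from 803 ± 29.8 to 13.0 ± 0.23 CPM. Among the gibberellin and cell wall loosening genes, 18 of 20 measured rose, 0 fell and 2 did not pass (18 rose and 0 fell adjusted over the list alone, camera adjusted p = 9.89e-13, adjusted p = 0.0841 with an estimated correlation). Of the DNA replication and cell cycle genes, 20 of 28 measured rose, 3 fell and 5 did not pass (20 rose and 3 fell adjusted over the list alone, camera adjusted p = 1.38e-05, adjusted p = 0.235 with an estimated correlation). GASA4 (AT5G15230, chromosome 5, 4944816 to 4946299), a gibberellin-responsive gene, rose from 0.172 ± 0.106 to 11.7 ± 0.674 CPM. GA3OX2 (AT1G80340, chromosome 1, 30200466 to 30202349), a gene of gibberellin synthesis, had at most 3 counts in either S72 library and 23.8 ± 1.22 CPM in L6. The replication gene MCM7 (AT4G02060, chromosome 4, 900636 to 905591) rose from 0.336 ± 0.16 to 12.9 ± 0.642 CPM. MCM3 (AT5G46280, chromosome 5, 18769649 to 18773706) rose from 0.616 ± 0.068 to 11.7 ± 0.29 CPM (log2 fold change 4.24, SE 0.15, adjusted p = 4.6e-11). ICU2 rose from 0.761 ± 0.137 to 14.3 ± 0.138 CPM.

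XTH31, a xyloglucan transglucosylase gene, rose from 0.0367 ± 0.0519 to 65.002 ± 2.63 CPM. Among the cytosolic ribosomal protein genes, 29 of 29 measured rose, also adjusted over the list alone. The camera adjusted p was 7.34e-11, or 0.312 with an estimated correlation. Among the heat shock protein genes, 14 of 14 measured fell, also adjusted over the list alone. Their camera adjusted p was 7.31e-09, or 0.151 with an estimated correlation. HSP17.7II (AT5G12030, chromosome 5, 3883957 to 3884838), a small heat shock protein gene, fell from 2299.9 ± 20.8 to 119 ± 1.14 CPM (log2 fold change -4.27, SE 0.20, adjusted p = 5.39e-10). HSP70B fell from 708 ± 38.6 to 61.9 ± 4.13 CPM and HSP22 from 45.3 ± 0.421 to 3.98 ± 0.102 CPM. For the photosynthesis and chlorophyll synthesis genes, 32 of 34 measured rose, 2 fell and 0 did not pass (32 rose and 2 fell adjusted over the list alone, camera adjusted p = 1.36e-06, adjusted p = 0.329 with an estimated correlation). The protochlorophyllide reductase gene PORB rose from 1.02 ± 0.227 to 15.0 ± 0.989 CPM. RBCS3B and RBCS2B, Rubisco small subunit genes with near-identical copies, rose from 0.872 ± 0.259 to 42.7 ± 2.13 CPM and from 0.257 ± 0.0251 to 11.5 ± 0.215 CPM. Among the LEA and ABA signalling genes of the mature seed, 20 of 25 measured fell, 2 rose and 3 did not pass (2 rose and 20 fell adjusted over the list alone, camera adjusted p = 0.000237, adjusted p = 0.378 with an estimated correlation). Of the root marker genes, 11 of 12 measured rose, 0 fell and 1 did not pass (11 rose and 0 fell adjusted over the list alone, camera adjusted p = 0.000543, adjusted p = 0.203 with an estimated correlation).

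Of the genes the study names, chosen by the study on these samples and so no independent evidence of a direction, 12 of 17 measured fell, 4 rose and 1 did not pass (4 rose and 12 fell adjusted over the list alone, camera adjusted p = 0.0234, adjusted p = 0.288 with an estimated correlation). The dormancy gene DOG1 fell from 75.5 ± 0.727 to 4.46 ± 0.265 CPM and FLC, a floral repressor gene, from 52.7 ± 1.103 to 20.8 ± 1.24 CPM. SLP2 rose from 5.05 ± 2.06 to 34.0 ± 0.381 CPM and PIN4 from 0.283 ± 0.0214 to 2.26 ± 0.357 CPM. The largest falls were led by AT5G65207. AT5G65207 (chromosome 5, 26052200 to 26052717) fell from 2092 ± 105 to 7.29 ± 0.0304 CPM (log2 fold change -8.16, SE 0.23, adjusted p = 7.83e-12). AT1G07500 fell from 83.8 ± 3.72 to 0.307 ± 0.0869 CPM. The de novo transcript HOMER_RNA_00012888 (chromosome 1, 12095574 to 12096423) fell from 64.7 ± 4.03 to 0.298 ± 0.0449 CPM. Among the largest rises was that of AT3G15720, from 0.0122 ± 0.0172 to 15.8 ± 0.461 CPM. AT1G68945 had no count in S72 and 26.5 ± 1.304 CPM in L6, at least 2232-fold higher than the floor of 3 counts per library. Its adjusted p of 0.0277 became 0.0926 without S72 replicate 1 and 0.0935 without S72 replicate 2. In the edgeR test 18097 transcripts changed, 9591 of them higher and 8506 lower in L6.

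L26, the stage of radicle emergence, was compared with L6. Of the photosynthesis and chlorophyll synthesis genes, 33 of 34 measured rose, 0 fell and 1 did not pass (33 rose and 0 fell adjusted over the list alone, camera adjusted p = 3.86e-29, adjusted p = 0.0841 with an estimated correlation). Among the seed storage and oil body protein genes, 16 of 16 measured fell, also adjusted over the list alone. The camera adjusted p was 5.01e-20, or 0.13 with an estimated correlation. LHCA2 (AT3G61470, chromosome 3, 22745514 to 22747444), a light-harvesting gene, rose from 2.32 ± 0.789 to 40.0 ± 1.07 CPM (log2 fold change 4.11, SE 0.21, adjusted p = 4.13e-09). CHLH (AT5G13630, chromosome 5, 4387307 to 4392429), a magnesium chelatase gene, rose from 14.4 ± 4.28 to 239 ± 26.6 CPM (log2 fold change 4.06, SE 0.20, adjusted p = 2.55e-09). ELIP2 (AT4G14690, chromosome 4, 8418242 to 8419325), an early light-induced gene, rose from 1.19 ± 0.185 to 119 ± 5.13 CPM (log2 fold change 6.63, SE 0.20, adjusted p = 7.51e-11). LHCB5 rose from 4.72 ± 1.69 to 67.8 ± 7.20 CPM and ELIP1 from 2.57 ± 0.202 to 126 ± 9.77 CPM. SESA4 (AT4G27170, chromosome 4, 13613596 to 13614283), a 2S albumin gene, fell from 635 ± 41.2 to 1.62 ± 0.322 CPM (log2 fold change -8.62, SE 0.21, adjusted p = 3.58e-11). CRU2, a cruciferin gene, fell from 1132 ± 72.17 to 11.8 ± 1.35 CPM and OLEO4, an oleosin gene, from 412 ± 14.8 to 6.44 ± 1.37 CPM.

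For the heat shock protein genes, 13 of 14 measured fell, 0 rose and 1 did not pass (0 rose and 13 fell adjusted over the list alone, camera adjusted p = 5.97e-12, adjusted p = 0.0967 with an estimated correlation). HSP17.4 fell from 94.7 ± 4.77 to 1.81 ± 0.187 CPM and HSP70-4 from 726 ± 12.2 to 94.1 ± 4.48 CPM. Among the DNA replication and cell cycle genes, 25 of 28 measured rose, 2 fell and 1 did not pass (25 rose and 2 fell adjusted over the list alone, camera adjusted p = 1.48e-10, adjusted p = 0.151 with an estimated correlation). PCNA1, the gene of a sliding clamp, rose from 6.52 ± 0.196 to 27.6 ± 1.03 CPM and MCM3 from 11.7 ± 0.29 to 34.6 ± 3.18 CPM. For the LEA and ABA signalling genes of the mature seed, 24 of 25 measured fell, 0 rose and 1 did not pass (1 rose and 24 fell adjusted over the list alone, camera adjusted p = 2.25e-10, adjusted p = 0.203 with an estimated correlation). M10 fell from 430.1 ± 21.9 to 4.86 ± 1.299 CPM, M17 from 43.1 ± 0.459 to 3.35 ± 0.399 CPM and RAB28 from 25.8 ± 2.496 to 2.28 ± 0.819 CPM. For the ribosome biogenesis genes, 22 of 22 measured fell, also adjusted over the list alone. Their camera adjusted p was 2.86e-06, or 0.376 with an estimated correlation. The nucleolin gene NUC1 fell from 1043 ± 1.40 to 435 ± 14.5 CPM and NOP58-1 from 520.2 ± 1.24 to 208 ± 1.92 CPM. For the cytosolic ribosomal protein genes, 27 of 29 measured rose, 0 fell and 2 did not pass (27 rose and 0 fell adjusted over the list alone, camera adjusted p = 0.000543, adjusted p = 0.524 with an estimated correlation). Of the flavonoid and anthocyanin synthesis genes, 5 of 10 measured rose, 0 fell and 5 did not pass (5 rose and 0 fell adjusted over the list alone, camera adjusted p = 0.00221, adjusted p = 0.235 with an estimated correlation). For the hypoxia response genes, 15 of 19 measured rose, 4 fell and 0 did not pass (15 rose and 4 fell adjusted over the list alone, camera adjusted p = 0.0105, adjusted p = 0.454 with an estimated correlation).

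The copper chaperone gene CCH rose from 0.318 ± 0.0356 to 14.6 ± 1.76 CPM, AT1G32470 from 0.992 ± 0.303 to 41.6 ± 4.62 CPM and AT4G33560 from 0.59 ± 0.0715 to 19.9 ± 0.175 CPM. The potassium transporter gene HAK5 fell from 14.8 ± 1.098 to 0.0598 ± 0.0111 CPM and AT2G43580 from 45.8 ± 0.378 to 0.116 ± 0.0173 CPM. Of genes named by the study, AT2G29300 fell from 51.0 ± 0.696 to 1.77 ± 0.476 CPM and LHY rose from 4.21 ± 0.475 to 46.5 ± 8.03 CPM. The edgeR test called 13106 transcripts, 7129 of them higher and 5977 lower in L26. No direction is claimed, because without organellar and rRNA features 8156 genes were higher and 8474 lower.

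**Figure D1:**
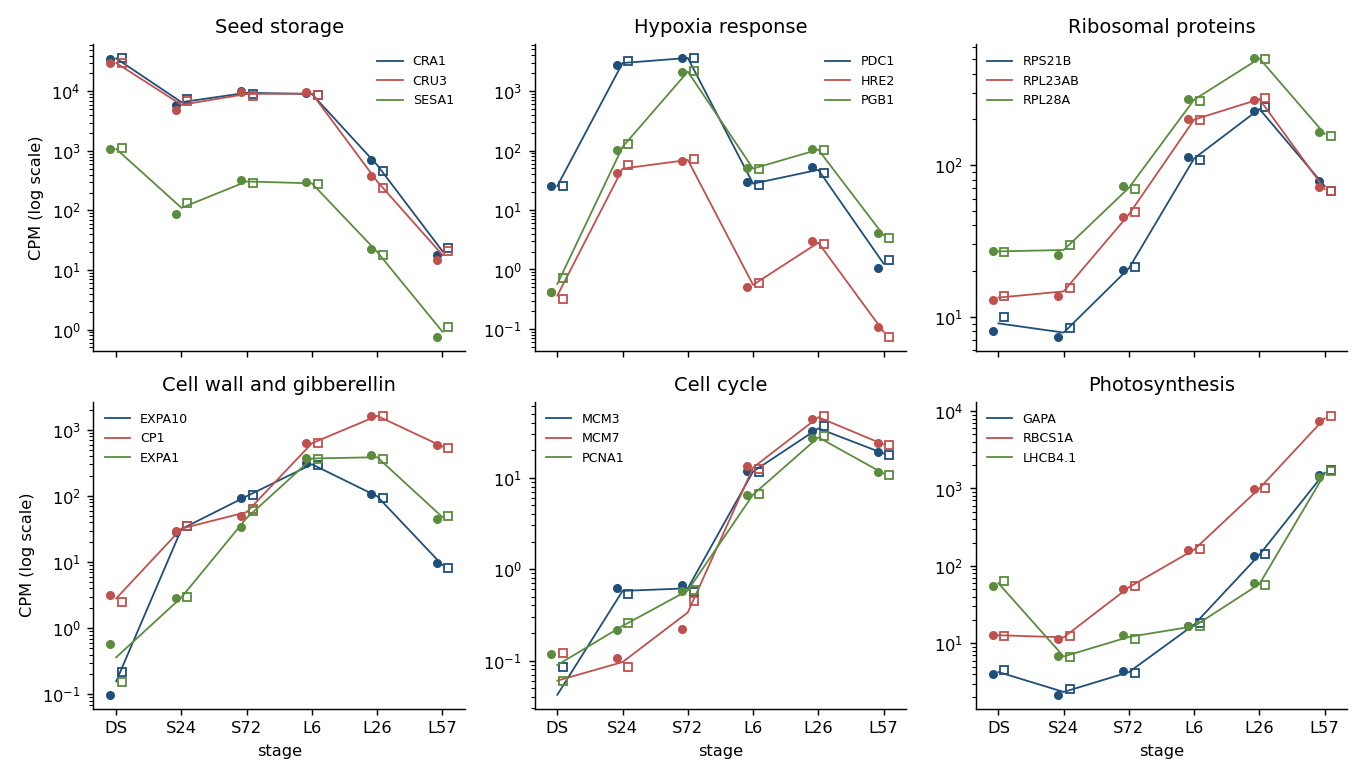
Expression in CPM on a log scale over the Col-0 stages DS to L57 for 3 genes in each of 6 gene groups, with circles and squares for the 2 libraries of a stage and a line through the means. The mean of PDC1 is 25.3 CPM in DS, 2960.4 CPM in S24 and 27.7 CPM in L6, that of CRA1 drops from 35709 CPM in DS, and that of GAPA reaches 1601 CPM in L57.

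L57, with open green cotyledons, was compared with L26. Among the photosynthesis and chlorophyll synthesis genes, 33 of 34 measured rose, 0 fell and 1 did not pass (33 rose and 0 fell adjusted over the list alone, camera adjusted p = 2.57e-38, adjusted p = 0.0841 with an estimated correlation). GAPA (AT3G26650, chromosome 3, 9794862 to 9797045) rose from 139 ± 4.78 to 1601 ± 157 CPM (log2 fold change 3.52, SE 0.11, adjusted p = 2.36e-11). LHCB2.2 and LHCB1.1, light-harvesting genes with near-identical copies, rose from 3.85 ± 0.203 to 1078 ± 154 CPM and from 9.14 ± 0.91 to 3398 ± 391 CPM. Of the oil mobilisation and glyoxylate cycle genes, 19 of 20 measured fell, 1 rose and 0 did not pass (1 rose and 19 fell adjusted over the list alone, camera adjusted p = 1.16e-14, adjusted p = 0.0918 with an estimated correlation). SDP1L (AT3G57140, chromosome 3, 21150242 to 21153636), a triacylglycerol lipase gene, fell from 31.4 ± 0.593 to 1.42 ± 0.0299 CPM (log2 fold change -4.47, SE 0.09, adjusted p = 1.47e-12). MLS (AT5G03860, chromosome 5, 1032099 to 1034973), the malate synthase gene, fell from 2511 ± 184 to 172 ± 25.2 CPM (log2 fold change -3.87, SE 0.13, adjusted p = 5.04e-11). CASP1 (AT2G36100, chromosome 2, 15159591 to 15160799), a Casparian strip protein gene, had no count in L26 and stood at 20.8 ± 0.505 CPM in L57, at least 1048-fold higher than the floor. The peroxidase gene PER64 had no count in L26 either and stood at 20.5 ± 0.638 CPM, at least 1029-fold higher. Among the root marker genes, 6 of 12 measured fell, 4 rose and 2 did not pass (4 rose and 6 fell adjusted over the list alone, camera adjusted p = 0.793). The root list had a median log2 fold change of -0.34, or 0.01 with DESeq2 size factors, and a mean of 0.52. Among the endosperm marker genes, 5 of 7 measured fell, 1 rose and 1 did not pass (1 rose and 5 fell adjusted over the list alone, camera adjusted p = 0.063). With DESeq2 size factors the adjusted p of the endosperm list, whose median log2 fold change was -3.36, or -1.94 with a member without a count taken at its bound, was 0.035.

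Of the ribosome biogenesis genes, 22 of 22 measured fell, also adjusted over the list alone. Camera adjusted p was 6.07e-21, or 0.156 with an estimated correlation. NOP58-1 fell from 208 ± 1.92 to 29.0 ± 5.40 CPM and CBF5 from 197 ± 20.1 to 30.5 ± 3.67 CPM. Of the cytosolic ribosomal protein genes, 29 of 29 measured fell, also adjusted over the list alone. The camera adjusted p was 6.78e-15, or 0.26 with an estimated correlation. RPL23AB fell from 271 ± 5.11 to 69.5 ± 2.35 CPM. Of the LEA and ABA signalling genes of the mature seed, 22 of 25 measured fell, 3 rose and 0 did not pass (3 rose and 22 fell adjusted over the list alone, camera adjusted p = 2.25e-10, adjusted p = 0.235 with an estimated correlation). HVA22B fell from 58.9 ± 11.4 to 0.451 ± 0.137 CPM and LEA7 from 213 ± 46.8 to 1.69 ± 0.686 CPM. Of the hypoxia response genes, 15 of 19 measured fell, 0 rose and 4 did not pass (1 rose and 15 fell adjusted over the list alone, camera adjusted p = 8.52e-11, adjusted p = 0.202 with an estimated correlation). The plant cysteine oxidase gene PCO1 fell from 59.3 ± 3.13 to 1.42 ± 0.224 CPM and HRA1 from 16.1 ± 0.667 to 0.268 ± 0.0302 CPM. Among the genes of the RNA exosome and its nuclear cofactors, 17 of 17 measured fell, also adjusted over the list alone. Camera gave an adjusted p of 2.8e-08, or 0.202 with an estimated correlation. Among the splicing factor genes, 21 of 22 measured fell, 0 rose and 1 did not pass (0 rose and 21 fell adjusted over the list alone, camera adjusted p = 4.99e-07, adjusted p = 0.267 with an estimated correlation). For the gibberellin and cell wall loosening genes, 17 of 20 measured fell, 2 rose and 1 did not pass (2 rose and 17 fell adjusted over the list alone, camera adjusted p = 7.96e-06, adjusted p = 0.235 with an estimated correlation). The sign of the median of each list in this paragraph was the same with DESeq2 size factors and without organellar and rRNA features.

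AT2G45220 had no count in L26 and 23.6 ± 1.74 CPM in L57, at least 1188-fold higher. The receptor-like kinase gene CRK40 likewise reached 15.4 ± 1.35 CPM, at least 775-fold higher, and AT5G44440 17.43 ± 2.58 CPM, at least 877-fold higher. The chloroplast genes ATCG01200 and ATCG00930 had 44.1 ± 1.47 and 42.3 ± 1.102 CPM in L26 and no count in L57, at least 1395-fold and 1338-fold lower. Chloroplast transcripts as a whole went the other way, from 10.4% and 11.3% of the counts in L26 to 41.2% and 43.4% in L57. Whether the estimation of counts made these values 0 was not tested. AT5G66780 fell from 155 ± 17.79 to 0.904 ± 0.155 CPM and AT5G55410 from 248 ± 23.4 to 1.44 ± 0.804 CPM. Of genes in the study's text, AT2G29290 (chromosome 2, 12585856 to 12588174) rose from 0.271 ± 0.0392 to 70.1 ± 13.1 CPM (log2 fold change 8.01). EM6 fell from 32.4 ± 10.1 to 1.00 ± 0.16 CPM and ABI5 from 13.0 ± 2.19 to 0.553 ± 0.0525 CPM. In the edgeR test 16946 transcripts changed, and no direction is claimed for them. With TMM factors 7759 were higher and 9187 lower in L57 (45.8% higher), and with DESeq2 size factors 9608 and 7065 (57.6% higher). DESeq2 size factors moved the median log2 fold change of all transcripts by 0.29 and of all genes by 0.35, and leaving out organellar and rRNA features moved that of all genes by 0.15.

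Over the whole transition, L57 was compared with DS. Among the LEA and ABA signalling genes of the mature seed, 25 of 25 measured fell, also adjusted over the list alone. Camera adjusted p was 9.77e-16, or 0.156 with an estimated correlation. For the photosynthesis and chlorophyll synthesis genes, 34 of 34 measured rose, also adjusted over the list alone. Their camera adjusted p was 2.05e-30, or 0.0967 with an estimated correlation. RAB28 (AT3G22490, chromosome 3, 7969681 to 7970843), an LEA protein gene, fell from 1260.3 ± 32.5 to 0.0682 ± 0.0206 CPM (log2 fold change -14.15, SE 0.47, adjusted p = 4.63e-12). M10 fell from 3467 ± 52.3 to 0.316 ± 0.00657 CPM and RAB18 from 31015 ± 508 to 3.15 ± 0.64 CPM. OLEO1 (AT4G25140, chromosome 4, 12900430 to 12901577), an oleosin gene, fell from 15269 ± 304 to 2.04 ± 0.334 CPM (log2 fold change -12.87, SE 0.28, adjusted p = 9.2e-14). TIP3-1, a vacuolar aquaporin gene, fell from 3536 ± 138 to 0.344 ± 0.106 CPM. GAPA rose from 4.26 ± 0.364 to 1601 ± 157 CPM and LHCB1.2 from 0.569 ± 0.0805 to 2542 ± 331 CPM. CDT1A, a replication licensing gene, had at most 2 counts in either DS library and 12.6 ± 0.37 CPM in L57. The cyclin gene CYCD3-1 had at most 3 counts and then 13.8 ± 0.706 CPM.

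Of the heat shock protein genes, 14 of 14 measured fell, also adjusted over the list alone. Camera gave an adjusted p of 2.34e-14, or 0.0841 with an estimated correlation. HSP17.4 fell from 1745 ± 138 to 0.195 ± 0.00231 CPM and HSP17.7II from 6165 ± 290.0 to 0.788 ± 0.158 CPM. For the seed storage and oil body protein genes, 16 of 16 measured fell, also adjusted over the list alone. The camera adjusted p was 1.88e-11, or 0.235 with an estimated correlation. For the DNA replication and cell cycle genes, 27 of 28 measured rose, 1 fell and 0 did not pass (27 rose and 1 fell adjusted over the list alone, camera adjusted p = 1.7e-08, adjusted p = 0.203 with an estimated correlation). Among the oil mobilisation and glyoxylate cycle genes, 18 of 20 measured fell, 1 rose and 1 did not pass (1 rose and 18 fell adjusted over the list alone, camera adjusted p = 7.05e-07, adjusted p = 0.203 with an estimated correlation). The malate dehydrogenase gene PMDH2 rose from 0.191 ± 0.0193 to 366 ± 48.6 CPM. OBL1 fell from 83.3 ± 1.15 to 1.02 ± 0.00447 CPM. Among the flavonoid and anthocyanin synthesis genes, 10 of 10 measured rose, also adjusted over the list alone. Their camera adjusted p was 0.00485, or 0.288 with an estimated correlation. Their median log2 fold change was 7.20, or 6.43 with members without a count taken at their bound. For the root marker genes, 11 of 12 measured rose, 0 fell and 1 did not pass (11 rose and 0 fell adjusted over the list alone, camera adjusted p = 0.0107, adjusted p = 0.312 with an estimated correlation). Of the light and circadian clock genes, 11 of 18 measured rose, 6 fell and 1 did not pass (11 rose and 6 fell adjusted over the list alone, camera adjusted p = 0.064). Of the shoot and leaf epidermis marker genes, 8 of 9 measured rose, 0 fell and 1 did not pass (8 rose and 0 fell adjusted over the list alone, camera adjusted p = 0.0708). For the endosperm marker genes, 4 of 7 measured rose, 2 fell and 1 did not pass (4 rose and 2 fell adjusted over the list alone, camera adjusted p = 0.98). The endosperm list had a median log2 fold change of 1.57 and a mean of -0.78. Of the defence response genes, 4 of 9 measured rose, 3 fell and 2 did not pass (4 rose and 3 fell adjusted over the list alone, camera adjusted p = 0.961).

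Genes without a count in DS rose as well. AT3G20370 reached 194 ± 9.20 CPM in L57, at least 4073-fold higher than the floor, and the beta-glucosidase gene BGLU22 140.0 ± 8.16 CPM, at least 2939-fold higher. Other genes had no count in L57. AT2G33520 had 183 ± 4.65 CPM in DS and was at least 5798-fold lower in L57, and AT5G55135 had 131 ± 9.29 CPM and was at least 4140.0-fold lower. FLC fell from 51.8 ± 4.27 to 7.59 ± 0.625 CPM, DOG1 from 78.9 ± 0.337 to 1.63 ± 0.218 CPM and RAP2.1 from 208 ± 3.33 to 0.912 ± 0.0166 CPM. The edgeR test called 27033 transcripts, 15011 of them higher and 12022 lower in L57. Without DS replicate 1, 10546 genes were higher and 10737 lower, so no direction is claimed. The median log2 fold change of all genes moved by 0.22 with DESeq2 size factors and by 0.19 without organellar and rRNA features.

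The mutants were compared with L57 for RNAs that the exosome removes, and the genes carrying the mutations were examined first. HEN2 (AT2G06990, chromosome 2, 2894904 to 2902020) stood at 17.79 ± 0.0147 CPM in L57, 79.5 ± 1.90 CPM in the libraries labelled hen2-4 and 21.6 ± 3.00 CPM in rrp4-2. It thus rose in the libraries labelled hen2-4 (log2 fold change 2.16, SE 0.08, adjusted p = 8.2e-09), which goes against a loss of HEN2 RNA under that label. The gene has a single transcript model, and counts per gene do not say which part of it the reads cover. RRP4 (AT1G03360, chromosome 1, 824517 to 826399) stood at 5.93 ± 0.492 CPM in L57 and 6.67 ± 1.47 CPM in rrp4-2 (log2 fold change 0.17, adjusted p = 0.359). As rrp4-2 is a point mutation, the RNA level does not check it. Directions below for hen2-4 rest on these labels.

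**Figure D2:**
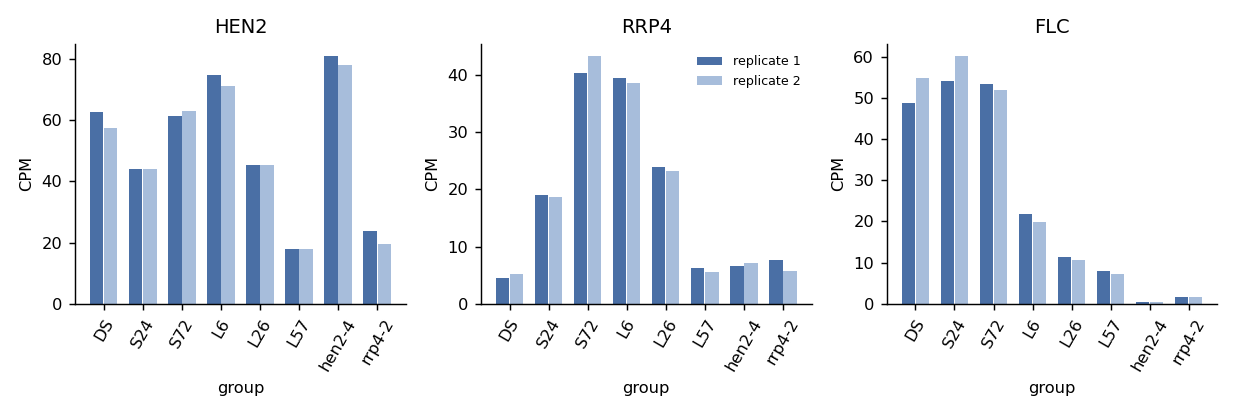
Bars give the expression in CPM of HEN2, RRP4 and FLC in each of the 16 libraries, grouped by stage or mutant. HEN2 has its highest values in the libraries labelled hen2-4, with a mean of 79.5 CPM against 17.79 CPM in L57, and FLC its lowest, 0.436 CPM against 7.59 CPM.

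In the libraries labelled hen2-4, the flowering repressor gene FLC (AT5G10140, chromosome 5, 3173382 to 3179448) fell from 7.59 ± 0.625 to 0.436 ± 0.0738 CPM (log2 fold change -4.12, SE 0.13, adjusted p = 1.23e-09). MLS (AT5G03860, chromosome 5, 1032099 to 1034973) fell from 172 ± 25.2 to 28.6 ± 0.541 CPM (log2 fold change -2.59, SE 0.13, adjusted p = 4.49e-08). ICL, the isocitrate lyase gene, fell from 1072 ± 145 to 388 ± 1.31 CPM, LACS7 from 31.8 ± 2.14 to 16.8 ± 0.449 CPM and LHY from 92.8 ± 2.62 to 22.0 ± 0.144 CPM. DFR (AT5G42800, chromosome 5, 17164093 to 17166032) fell from 15.98 ± 4.47 to 1.67 ± 0.0484 CPM, and the DESeq2 Wald test gave it an adjusted p of 0.0787. LDOX fell from 16.2 ± 3.13 to 2.30 ± 0.162 CPM and CHI from 16.5 ± 1.83 to 8.93 ± 0.237 CPM. U2AF65A (AT4G36690, chromosome 4, 17293938 to 17297761) rose from 33.3 ± 0.738 to 65.3 ± 3.85 CPM (log2 fold change 0.97, SE 0.09, adjusted p = 4.78e-06). RS40 rose from 14.2 ± 0.0289 to 22.4 ± 0.029 CPM and RS2Z33 from 32.2 ± 0.000663 to 48.1 ± 0.923 CPM.

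The lists below are for the libraries labelled hen2-4 against L57. Among the cytosolic ribosomal protein genes, 24 of 29 measured fell, 0 rose and 5 did not pass (0 rose and 27 fell adjusted over the list alone, camera adjusted p = 7.53e-13, adjusted p = 0.288 with an estimated correlation). RPL28A fell from 160.3 ± 7.01 to 92.3 ± 7.43 CPM, RPL7B from 249 ± 14.5 to 154 ± 0.232 CPM and RPS21B from 72.6 ± 7.59 to 45.5 ± 4.08 CPM. Of the seed storage and oil body protein genes, 10 of 16 measured fell, 0 rose and 6 did not pass (0 rose and 10 fell adjusted over the list alone, camera adjusted p = 1.11e-07, adjusted p = 0.288 with an estimated correlation). CRU3 fell from 17.9 ± 4.32 to 6.77 ± 0.0804 CPM. For the oil mobilisation and glyoxylate cycle genes, 12 of 20 measured fell, 3 rose and 5 did not pass (3 rose and 12 fell adjusted over the list alone, camera adjusted p = 3.7e-07, adjusted p = 0.198 with an estimated correlation). For the flavonoid and anthocyanin synthesis genes, 7 of 10 measured fell, 0 rose and 3 did not pass (0 rose and 8 fell adjusted over the list alone, camera adjusted p = 3.66e-05, adjusted p = 0.178 with an estimated correlation). Of the gibberellin and cell wall loosening genes, 6 of 20 measured fell, 0 rose and 14 did not pass (0 rose and 6 fell adjusted over the list alone, camera adjusted p = 2.56e-06, adjusted p = 0.203 with an estimated correlation). CP1 fell from 560.4 ± 47.3 to 175 ± 5.79 CPM. Lists of tissue markers were counted beside these genes. Of the endosperm marker genes, 2 of 7 measured fell, 0 rose and 5 did not pass (0 rose and 4 fell adjusted over the list alone, camera adjusted p = 0.0155, adjusted p = 0.199 with an estimated correlation). CP1 belongs to this list as well. Of the root marker genes, 5 of 12 measured fell, 0 rose and 7 did not pass (0 rose and 5 fell adjusted over the list alone, camera adjusted p = 0.0224, adjusted p = 0.329 with an estimated correlation). Without hen2-4 replicate 1 the adjusted p of the root list was 0.0594. For the splicing factor genes, 14 of 22 measured rose, 0 fell and 8 did not pass (17 rose and 0 fell adjusted over the list alone, camera adjusted p = 6.31e-05, adjusted p = 0.328 with an estimated correlation). With DESeq2 size factors 8 splicing factor genes rose and 1 fell. Among the genes the study names, chosen by the study on these samples and so no independent evidence of a direction, 5 of 17 measured rose, 4 fell and 8 did not pass (7 rose and 5 fell adjusted over the list alone, camera adjusted p = 0.00982, adjusted p = 0.235 with an estimated correlation). Their median log2 fold change was 0.02, or -0.12 with DESeq2 size factors and -0.06 without organellar and rRNA features, and their mean -0.23. The adjusted p of this list was 0.0615 without L57 replicate 1, 0.31 without L57 replicate 2 and 0.0914 without hen2-4 replicate 1.

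The largest fall was that of AT3G01345. AT3G01345 (chromosome 3, 129138 to 130749) fell from 39.5 ± 0.765 to 0.059 ± 0.0124 CPM (log2 fold change -9.37, SE 0.11, adjusted p = 3.28e-14). The ferric reductase gene FRO4 fell from 13.1 ± 0.46 to 0.499 ± 0.17 CPM. The rRNA genes AT3G41768 and AT2G01010 and the gene AT2G01021 were called as falls too. They did not pass without L57 replicate 2, which had the higher rRNA share (log2 fold changes -1.82, -1.78 and -2.19). Nor did they pass without hen2-4 replicate 1 (adjusted p = 0.147, 0.148 and 0.0705) or hen2-4 replicate 2 (adjusted p = 0.159, 0.156 and 0.0671). De novo transcripts gave the largest rises in the libraries labelled hen2-4. STRINGTIE_RNA_00035578 (chromosome 1, 14150396 to 14151768) rose from 0.116 ± 0.0268 to 33.5 ± 0.645 CPM (log2 fold change 8.17, SE 0.40, adjusted p = 1.05e-07). HOMER_RNA_00041984 (chromosome 1, 8911434 to 8912483) rose from 0.216 ± 0.00176 to 19.3 ± 6.33 CPM (log2 fold change 6.48, SE 0.85, adjusted p = 0.000154). HOMER_RNA_00154923 rose from 0.0792 ± 0.00954 to 7.31 ± 0.277 CPM and HOMER_RNA_00091478 from 0.48 ± 0.0648 to 19.2 ± 1.53 CPM. HOMER_RNA_00157005 (chromosome 5, 24774877 to 24776757) had no count in L57 and 9.60 ± 1.16 CPM in the libraries labelled hen2-4, at least 303-fold higher than the floor. HOMER_RNA_00058018 passed, but not without hen2-4 replicate 2 (log2 fold change 1.77, adjusted p = 0.692), L57 replicate 1 (adjusted p = 0.167) or L57 replicate 2 (adjusted p = 0.156).

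In rrp4-2 as well, FLC fell from 7.59 ± 0.625 to 1.60 ± 0.126 CPM (log2 fold change -2.24, SE 0.11, adjusted p = 1.12e-07). CP1 (AT4G36880, chromosome 4, 17374454 to 17376279), a cysteine protease gene, fell from 560.4 ± 47.3 to 108 ± 3.64 CPM (log2 fold change -2.38, SE 0.13, adjusted p = 2.07e-07). LHY fell from 92.8 ± 2.62 to 27.5 ± 2.83 CPM and SPT from 11.5 ± 1.37 to 7.18 ± 0.353 CPM. The light-harvesting genes LHCB1.2 and LHCB2.2, with near-identical copies, fell from 2542 ± 331 to 1229.9 ± 7.05 CPM and from 1078 ± 154 to 447 ± 11.5 CPM. U2AF65A (AT4G36690, chromosome 4, 17293938 to 17297761) rose from 33.3 ± 0.738 to 71.9 ± 7.22 CPM (log2 fold change 1.11, SE 0.09, adjusted p = 3.04e-06). RSZ22a rose from 14.7 ± 0.573 to 22.9 ± 0.0173 CPM and SR30 from 20.3 ± 1.21 to 31.3 ± 6.00 CPM. MLS fell from 172 ± 25.2 to 70.2 ± 10.8 CPM, ICL from 1072 ± 145 to 550.4 ± 45.8 CPM and LACS7 from 31.8 ± 2.14 to 21.9 ± 1.25 CPM.

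The next lists are for rrp4-2 against L57. Of the photosynthesis and chlorophyll synthesis genes, 18 of 34 measured fell, 0 rose and 16 did not pass (0 rose and 22 fell adjusted over the list alone, camera adjusted p = 1.46e-08, adjusted p = 0.275 with an estimated correlation). Of the splicing factor genes, 15 of 22 measured rose, 0 fell and 7 did not pass (18 rose and 0 fell adjusted over the list alone, camera adjusted p = 1.25e-06, adjusted p = 0.275 with an estimated correlation). With DESeq2 size factors 11 splicing factor genes rose and 1 fell. Of the oil mobilisation and glyoxylate cycle genes, 11 of 20 measured fell, 1 rose and 8 did not pass (4 rose and 12 fell adjusted over the list alone, camera adjusted p = 0.000118, adjusted p = 0.267 with an estimated correlation). Among the endosperm marker genes, 2 of 7 measured fell, 1 rose and 4 did not pass (1 rose and 2 fell adjusted over the list alone, camera adjusted p = 0.0234, adjusted p = 0.203 with an estimated correlation). This list, which shares CP1 with that of cell wall loosening, had a median log2 fold change of 0, or -0.09 with DESeq2 size factors and -0.10 without organellar and rRNA features, and a mean of -0.26. Its adjusted p was 0.0698 and 0.0796 without L57 replicate 1 or 2, 0.0589 and 0.0575 without rrp4-2 replicate 1 or 2, and 0.0761 with DESeq2 size factors.

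AT3G01345 fell from 39.5 ± 0.765 to 0.117 ± 0.0189 CPM and ESM1 from 13.7 ± 0.429 to 2.06 ± 0.385 CPM. The rRNA genes AT3G41768 and AT2G01010 and the gene AT2G01021 were called as falls, but did not pass without L57 replicate 2 (log2 fold changes -1.94, -2.04 and -2.12). They did not pass without rrp4-2 replicate 1 (adjusted p = 0.172, 0.162 and 0.0648) or rrp4-2 replicate 2 (adjusted p = 0.133, 0.128 and 0.0855) either. Non-coding genes led the rises. HOMER_RNA_00041984 (chromosome 1, 8911434 to 8912483) rose from 0.216 ± 0.00176 to 13.0 ± 4.25 CPM (log2 fold change 5.91, SE 0.84, adjusted p = 0.000406). AT1G06537 (chromosome 1, 11672237 to 11672483) rose from 0.655 ± 0.137 to 16.7 ± 0.0122 CPM (log2 fold change 4.67, SE 0.24, adjusted p = 1.64e-07). AT4G31405 rose from 0.563 ± 0.0373 to 16.8 ± 0.638 CPM and AT4G31354 from 0.543 ± 0.00805 to 10.4 ± 0.279 CPM. HEN2 had a log2 fold change of 0.28 (adjusted p = 0.0196) in rrp4-2. The adjusted p was 0.0996 without L57 replicate 1, 0.107 without L57 replicate 2, 0.203 without rrp4-2 replicate 1, 0.284 with DESeq2 size factors and 0.114 without organellar and rRNA features.

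The edgeR test called 4816 transcripts between L57 and the libraries labelled hen2-4, 3304 higher and 1512 lower. Between L57 and rrp4-2 it called 3676, 2634 higher and 1042 lower. No direction is claimed for these counts, because DESeq2 size factors lowered the share of higher ones from 68.6% to 45.5% and from 71.7% to 43.1%. These factors moved the median log2 fold change of all genes by -0.14 and -0.16. Leaving out organellar and rRNA features lowered the shares to 56.2% and 58.9%. The count for hen2-4 was 2187 to 2767 without any 1 of the L57 or hen2-4 libraries, and that for rrp4-2 was 1464 to 1895 without any 1 of the L57 or rrp4-2 libraries. With only the 4 libraries compared, 1783 and 52 transcripts changed.

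A direct test of rrp4-2 against the libraries labelled hen2-4 does not have L57 as its reference, although all 16 libraries enter the fit. In the counts that follow, rose and fell mean higher and lower in rrp4-2. Of the flavonoid and anthocyanin synthesis genes, 7 of 10 measured rose, 0 fell and 3 did not pass (7 rose and 0 fell adjusted over the list alone, camera adjusted p = 1.72e-10, adjusted p = 0.0841 with an estimated correlation). FLS1 (AT5G08640, chromosome 5, 2803833 to 2805606), the flavonol synthase gene, went from 27.3 ± 1.05 to 70.1 ± 6.19 CPM (log2 fold change 1.36, SE 0.13, adjusted p = 4.81e-05). HSP70-4 (AT3G12580, chromosome 3, 3991117 to 3993886), a chaperone gene, went from 14.3 ± 0.245 to 32.3 ± 4.55 CPM (log2 fold change 1.17, SE 0.11, adjusted p = 4.04e-05). The chalcone synthase gene CHS went from 127 ± 8.28 to 243 ± 15.4 CPM, HSP101 from 6.66 ± 0.285 to 10.95 ± 0.48 CPM and RPL18B from 147 ± 0.944 to 223 ± 31.1 CPM. The RNA-binding protein gene GRP7 (AT2G21660, chromosome 2, 9265084 to 9266557) was lower in rrp4-2, from 36.5 ± 2.21 to 17.2 ± 0.606 CPM, and so was COR413-PM1, from 154 ± 13.6 to 89.5 ± 14.8 CPM.

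For the cytosolic ribosomal protein genes, 22 of 29 measured rose, 0 fell and 7 did not pass (28 rose and 0 fell adjusted over the list alone, camera adjusted p = 4.53e-20, adjusted p = 0.203 with an estimated correlation). For the LEA and ABA signalling genes of the mature seed, 7 of 25 measured rose, 1 fell and 17 did not pass (12 rose and 1 fell adjusted over the list alone, camera adjusted p = 2.59e-10, adjusted p = 0.235 with an estimated correlation). Among the heat shock protein genes, 5 of 14 measured rose, 0 fell and 9 did not pass (9 rose and 0 fell adjusted over the list alone, camera adjusted p = 3e-08, adjusted p = 0.156 with an estimated correlation). Among the seed storage and oil body protein genes, 8 of 16 measured rose, 1 fell and 7 did not pass (12 rose and 1 fell adjusted over the list alone, camera adjusted p = 8.64e-08, adjusted p = 0.288 with an estimated correlation). Among the cold response genes, 5 of 18 measured fell, 0 rose and 13 did not pass (1 rose and 7 fell adjusted over the list alone, camera adjusted p = 8.39e-07, adjusted p = 0.0841 with an estimated correlation). Among the largest differences, the de novo transcript STRINGTIE_RNA_00072694 (chromosome 3, 11509381 to 11510444) was lower in rrp4-2, from 17.55 ± 0.368 to 0.483 ± 0.0102 CPM (log2 fold change -5.18, SE 0.12, adjusted p = 1.49e-10). The nitrate transporter gene NRT1.5 fell from 28.2 ± 3.16 to 6.45 ± 1.18 CPM. The arabinogalactan protein gene AGP30 rose from 1.04 ± 0.146 to 10.1 ± 0.183 CPM and AT4G14548 from 4.203 ± 0.447 to 17.39 ± 3.01 CPM. In the edgeR test 786 transcripts differed, 449 of them higher and 337 lower in rrp4-2. Per gene, DESeq2 size factors gave 1339 higher and 1510 lower, so no direction is claimed. Without hen2-4 replicate 1 or 2, or rrp4-2 replicate 1 or 2, the count lay between 204 and 460, and with only the 4 libraries compared it was 3.

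Non-coding transcripts, both de novo and annotated, were counted as raised with an adjusted p under 0.05 and a log2 fold change of at least 2. Of 5562 tested, 457 were raised in the libraries labelled hen2-4, 391 in rrp4-2 and 324 in both, against 12 and 9 lowered by the same measure. Of 40592 protein-coding transcripts 487, 385 and 281 were raised. Among de novo transcripts 313, 262 and 225 of 1909 were raised, and among annotated ones 144, 129 and 99 of 3653. The 324 held 170 de novo antisense and 55 de novo intergenic transcripts, 61 annotated lncRNAs, 13 other ncRNAs, 12 transcribed pseudogenes, 11 pseudogenes and 2 annotated antisense RNAs. Independent lists would share 32.1, but both comparisons rest on the same L57 libraries. Across all 46804 transcripts tested, coding ones included, log2 fold changes in the mutants correlated with r = 0.739. Transcripts are not independent replicates, and r was not computed for non-coding transcripts alone. In 20 simulations of unchanged groups against shared controls the mean r over all transcripts was 0.54. In them no non-coding transcript was raised, so they do not measure the overlap. Thinning the mutant libraries to the mean L57 total, chosen after seeing the data, left 278, 272 of them among the 324. The count in both was 196 without L57 replicate 1 and 171 without L57 replicate 2, of which only 150 and 133 were among the 324. It was 234 (228 among the 324) without hen2-4 replicate 1 and 211 (210) without hen2-4 replicate 2. It was 200 (198) without rrp4-2 replicate 1, 168 (167) without rrp4-2 replicate 2, and 6 (5) with each comparison fitted on its own 4 libraries.

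**Figure D3:**
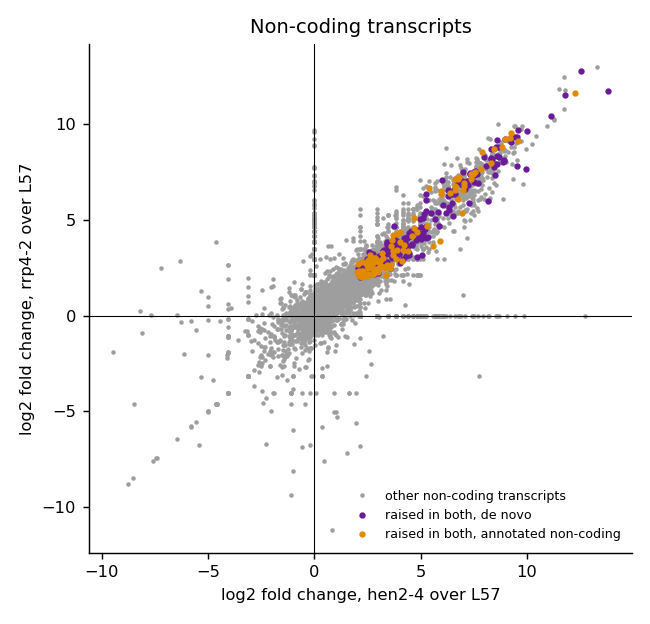
Each point is a non-coding transcript, with its log2 fold change from L57 to the libraries labelled hen2-4 on the x axis and from L57 to rrp4-2 on the y axis. Purple (de novo) and orange (annotated) points mark the 324 raised in both, and other transcripts are grey.

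Antisense transcripts were related to the protein-coding genes that they overlap on the other strand, since the study compares their expression patterns. Over 1628 pairs of a de novo antisense transcript and its sense gene, the median Pearson r across the 12 Col-0 libraries was 0.539. Over 10000 random pairings of the same transcripts and genes it was 0.019 on average and at most 0.103 (two-sided permutation p = 0.0001, the smallest they can give). Of these pairs 77.5% had an r above 0, 867 an r above 0.5 and 122 an r below -0.5. The median Spearman rho was 0.487 (permutation p = 0.0001). Within the 8 shallower libraries, a subset chosen after seeing the data, the median r was 0.537, while the 4 deeper Col-0 libraries are too few for a value. Over the 6 stage means it was 0.616. In 176 pairs whose transcripts both had a mean of at least 1 CPM it was 0.688, where random pairings gave 0.373 on average and at most 0.54. Without L57 replicates 1 and 2, the 2 libraries farthest from the median profile, it was 0.479. The libraries came from a stranded kit, but the strand setting used in counting is not given in the sources used here.

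**Figure D4:**
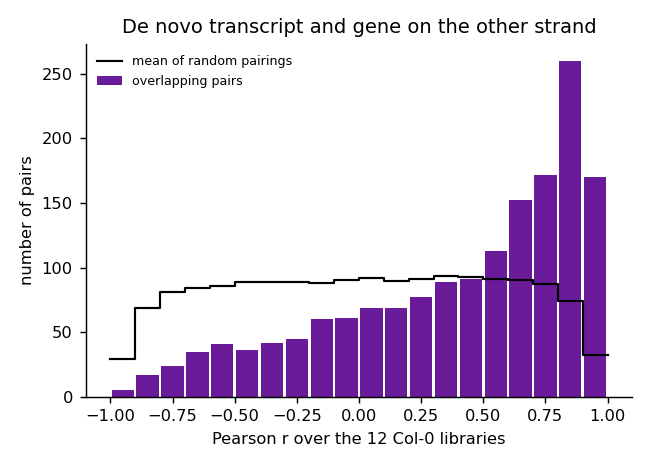
Bars count pairs of an antisense transcript and its sense gene by their Pearson r across the 12 Col-0 libraries, and the step line gives the mean count over random pairings. The bars lie mostly to the right of 0, with a median r of 0.539 against 0.019 for random pairings.

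The sense genes of raised antisense transcripts were followed in the mutants. Here both members of a pair were taken from the fit of counts summed per gene, in which more de novo transcripts met the rule for raised ones than in the transcript fit. In the libraries labelled hen2-4, 484 pairs had a raised antisense transcript, and of their 476 sense genes 173 rose, 41 fell and 262 did not pass. Their median log2 fold change was 0.22 against 0.11 for all paired sense genes, of which 40.1% changed. In rrp4-2, of 439 sense genes in 443 such pairs 119 rose, 31 fell and 289 did not pass, with a median of 0.14 against 0.09 for all paired sense genes, of which 30.9% changed. No direction is claimed for these sense genes, since TMM moved unchanged simulated genes by 0.14 in both comparisons. The difference between these medians was not tested.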

Values the study reported

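The study gives Pearson correlations between replicates of 0.9 to 0.99 over all of its samples and methods. It reports that putative lncRNAs could be reconstructed for 2588 of 8813 initiation sites that lacked an annotation.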

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

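Each difference in this part is a log2 difference of rrp4-2 minus hen2-4 from the edgeR test of that difference itself, and of the tests below the one on the shift shared by the deeper libraries was chosen after the result was seen and the thinning after library totals were seen. The test called 786 transcripts. Of the genes carrying the mutations, HEN2 differed by -1.88. FLC differed by 1.87, CRU3 by 1.24, MLS by 1.3, ICL by 0.5 and LACS7 by 0.38. Among flavonoid genes DFR differed by 2.49, LDOX by 2.48 and CHI by 0.84, and the DESeq2 Wald test gave the LDOX difference an adjusted p of 0.128. The ribosomal protein genes RPL28A, RPL7B and RPS21B differed by 0.52, 0.52 and 0.42, and the splicing factor gene RSZ22a by 0.39. CP1 differed by -0.7, LHCB2.2 by -0.8 and AT2G29290 by -0.71. FRO4 differed by 2.5, AT3G01345 by 0.98, AT4G31405 by 1.06 and AT4G31354 by 0.86. Of de novo transcripts, STRINGTIE_RNA_00035578 differed by -2.16 (DESeq2 Wald adjusted p of 0.199), HOMER_RNA_00157005 by -2.07, HOMER_RNA_00154923 by -1.32 and HOMER_RNA_00091478 by -1.21.

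The 324 non-coding transcripts raised in both mutants come from libraries deeper than those of L57. Depth as such is argued against, because 278 were raised in both after thinning to the mean L57 total, 272 of them among the 324, and so is GC content bias, because protein-coding genes matched on exon GC had a median log2 fold change of 0.06. A shift shared by the deeper libraries cannot be told apart. The same transcripts had a median log2 difference of 1.00 (bootstrap SE 0.0827) between deeper and shallower seed-stage libraries, where stage and depth are confounded. There other de novo transcripts had 0.46, all other non-coding ones 0.64 and protein-coding ones 0. Between mutants and L57 other de novo transcripts had 1.43, and selection put the median of the 324, 3.11, above 2. Reduced removal of RNA by the exosome, named by the design, stays open too, untested as no L57 library is in the deeper set.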

How the results depend on the processing

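The thinning and the omission of DS replicate 1 and S24 replicate 1 were chosen after the data were seen, as were the subsets of 8 shallower libraries and without the 2 libraries farthest from the median profile. Over all alternatives, results on gene lists kept their side of the threshold 1572 times, gained a call 76 times and lost one 151 times, and results on named genes 3821, 37 and 102 times. RBP45B, L26 to L57, reversed with the DESeq2 Wald test (log2 fold change 0.163, adjusted p = 0.0248), and the cause was not tested. Of the shares of counts 7 moved and 1 did not when organellar and rRNA features left the total. With the DESeq2 Wald test 9794 transcripts changed in hen2-4, 8982 in rrp4-2 and 3467 between the mutants, and 498 non-coding transcripts were raised in both. Per gene the counts were 8712, 7661 and 2743. With only the 4 libraries compared, 1783, 52 and 3 transcripts changed, but 11098, 9093 and 3503 genes, with 7266 transcripts from S24 to S72, and 233, 7 and 6 non-coding transcripts were raised in hen2-4, rrp4-2 and both. Without the filter 446 transcripts differed between the mutants. Without any 1 library the counts ranged from 2187 to 2767 in hen2-4, from 1464 to 1895 in rrp4-2 and from 204 to 460 between them. Raised non-coding transcripts ranged from 238 to 285 in hen2-4, 187 to 225 in rrp4-2 and 168 to 234 in both. The cause was not tested for these values. With the correlation estimated per list, camera called 0 of 180 lists against 99, while 36 had an unadjusted p under 0.05 and the lowest adjusted p was 0.0841. The median r of sense and antisense pairs lay between 0.479 and 0.616 over the settings other than that of 176 pairs with a mean of at least 1 CPM, where it was 0.688 against 0.373 in random pairings. Depth limits a fold against a group without counts to a bound.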

Other observations

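In this part the test of low-ratio antisense pairs and that of the total of S24 replicate 1 were chosen after the result was seen. The de novo antisense transcripts and their sense genes varied together over the stages, with a median r of 0.539. In 470 pairs the antisense transcript had at least 0.1 of the count per base of the sense gene. Their median r was 0.45 against at most 0.113 in random pairings. A wrongly assigned share well under 0.1 could not by itself give those counts. That share was not measured, however, and miscounted reads of the sense gene would themselves raise r, so the test cannot decide on them. For the other 1158 pairs, with a median r of 0.56, such reads cannot be told apart either, because a small fraction of wrongly assigned reads could give those counts. A neighbourhood shared by adjacent genes is argued against as the whole cause, since the nearest gene without overlap had a median r of 0.20 (SE of the difference 0.027). Expression of the strands in different tissues, which the study favours, stays among the open explanations, untested here.

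S24 replicate 1 had counts for more features than S24 replicate 2. Of 8317 genes at 0 in replicate 2, 5718 had counts in replicate 1, with a median of 6, whereas of 3210 genes at 0 in replicate 1 only 611 had counts in replicate 2. Greater depth is argued against, because the total of replicate 1 minus replicate 2 was -21.7 (in units of 1000000 counts). A background spread evenly over the genome, such as genomic DNA, may contribute, because the counts in replicate 1 rose with exon length (Spearman rho 0.55 across genes, which are not independent replicates, against 0.11 in the reverse direction). No biological explanation was tested, since both libraries belong to the same group.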
